A study of Mus musculus with 12 samples.

How the data were processed

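RNA was measured in sorted spiral ganglion neurons, the cells that carry sound information from the cochlea to the brain. Per the labels' protocols, neurons carrying the red reporter tdTomato were collected by flow cytometry at embryonic day 14.5, with 100 cells per sample. Each sample came from both inner ears of a single mouse embryo of either sex. The control embryos carried Neurod1-Cre and the reporter. The other embryos also carried Isl1 alleles flanked by loxP sites, which Cre recombinase removes in cells that express Neurod1. The labels assign 6 samples to each genotype. One label tag calls the numbered samples technical replicates, whereas the design text describes biological replicates, and they were treated as separate embryos here. Libraries were made with a kit for low RNA input and read on an Illumina NextSeq sequencer, per the labels' protocols.

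The authors deposited a single table of whole-number counts per gene, not normalized, for 25674 Ensembl gene identifiers and all 12 samples. The aligner, the counting tool, the use of strand, the genome build and the annotation are not stated in the table or in the label text at hand. The protocol text of the labels was cut off, so its missing part may state them. The smallest gene total over the 12 libraries was 10 counts. Columns were matched to samples by group word and number, and 0 columns were left unmapped. A symbol was given to 25620 of the identifiers, and 54 had none. The coordinates printed are those of the same Ensembl identifier in GENCODE release M21 on GRCm38, which located 25627 identifiers and may not be the annotation used for counting. Counts of genes that overlap another gene are uncertain because the use of strand is not stated. The Y-linked genes have similar copies on the X chromosome, so their reads could be shared with those copies.

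Total counts ran from 11895603 to 13857480 per library. The floor, taken as 3 counts, lay between 0.216 and 0.252 CPM, where CPM is a gene's counts scaled to a common library size. Floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Where all libraries of a group lay at or under 3 counts, a fold change was computed against the floor, at 0.230 CPM on average, and is given as a lower bound.

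Differential expression was tested with edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled with TMM, and the robust quasi-likelihood F-test compared the genotypes with no covariate. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, with a threshold of 0.05, and a second count required an absolute log2 fold change of at least 1. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Levels per library are CPM after TMM scaling. Marker and library measures used log2(CPM + 1), and principal components were computed from the log2 CPM of tested genes.

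A panel of 7 functional gene lists with 537 genes, 9 lists of markers for other cell types and for stress, and the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were written before the data were examined. So were the tests, the alternative settings and the rule for naming genes. The rule took Isl1, then the 6 largest falls and the 6 largest rises among genes past the adjusted threshold. These needed a mean log2 CPM of at least 3 and no overlap between the groups. It then took, from each functional list, the 2 genes with the smallest p if past the threshold. The functional lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, 2-sided. Marker lists, library measures and the spread within groups were compared with exact 2-sided permutation tests over all 924 splits of 6 against 6 libraries, for which the smallest possible p is 0.00216. The chi-square of counts was computed for each pair of libraries to look for a library present more than once, and none was found.

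The tests were run first on simulated counts, drawn from the real genes' means and library sizes, in which 200 genes were altered and 190 of them passed the filter among 14400 genes. The edgeR test recovered 65.3% of the altered genes, with 6 false calls, or 4.62% of its calls. Limma-voom recovered 61.6% with 4.88% false calls. DESeq2 1.42.0 recovered 73.7%, but 18.6% of its calls were false, above the nominal 5%, so its larger counts are read with that in mind. These shares come from a single simulated data set, in which the spread of each gene was that estimated by edgeR. The share of altered genes in it was also smaller than the share called in the real data. The false shares therefore need not hold for the real data.

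The alternative settings were DESeq2 size factors, upper quartile scaling, no expression filter, a mean of at least 5 CPM, the DESeq2 Wald test, limma-voom with sample weights, the replicate number as a block, Y-linked expression as a covariate, 1 surrogate variable from sva 3.50.0, removal of haemoglobin and mitochondrial genes, robust estimation off, and the removal of each library in turn. Gene list tests were repeated with estimated inter-gene correlations and with fry. Marker lists were also tested with a pseudocount of 0.1 and with DESeq2 size factors. The number of genes detected was compared again with a minimum of 5 counts and with thinned counts. The spread within groups was compared again with rank correlation and among genes with a mean of at least 5 CPM. A further 3 alternatives were chosen after seeing the data. They were the removal of 3 libraries with transcripts of both sexes, the addition of macrophage and Schwann cell marker levels as covariates, and the addition of the Xist level as a covariate. No sample was left out of the main comparison. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.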

Results

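The transcriptomes of sorted spiral ganglion neurons were compared between 6 libraries labelled Isl1CKO and 6 control libraries to find which genes depend on the transcription factor ISL1 in these neurons. Total counts averaged 13251173 ± 455864 (SD, n = 6) in the libraries labelled Isl1CKO and 12896802 ± 863926 (SD, n = 6) in the controls. The deepest library was control 2 with 13857480 counts and the shallowest was control 3 with 11895603. This difference in depth was within the spread between libraries (exact permutation test on log2 totals, p = 0.379, adjusted p = 0.473 over the 5 library measures tested). Counts were detected for 22154 ± 55.8 genes (SD, n = 6) in the libraries labelled Isl1CKO and 22017 ± 179 (SD, n = 6) in the controls, which was also within the spread (exact permutation p = 0.104, adjusted p = 0.173). That comparison moved most when at least 5 counts were required, giving a difference of 205.2 genes (exact permutation p = 0.0238). Without control 3 it was 201.6 (exact permutation p = 0.00216), and after thinning to equal depth it was 87.2 (exact permutation p = 0.506). The 10 most abundant genes took 6.61% ± 0.330 of the counts in the libraries labelled Isl1CKO and 6.19% ± 0.316 in the controls (SD, n = 6; exact permutation p = 0.0519, adjusted p = 0.130). Mitochondrial genes took 0.927% ± 0.0677 of the counts in the libraries labelled Isl1CKO, less than the 1.2% ± 0.225 in the controls (SD, n = 6; exact permutation p = 0.00216, adjusted p = 0.0108). The groups did not overlap, with 0.845% to 1.02% in the former and 1.05% to 1.65% in the latter. After the slope of this share on log2 total counts within groups was subtracted, the difference was -0.208 percentage points in place of -0.274 (exact permutation p = 0.00433).

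The targeted gene was examined first. Isl1 (ENSMUSG00000042258) lies on chromosome 13 at 116298281 to 116309689, minus strand, and is protein coding. Its level in replicates 1 to 6 of the libraries labelled Isl1CKO was 1050, 1497, 1406, 1441, 1361 and 1589 CPM. In control replicates 1 to 6 it was 1171, 1777, 1569, 1429, 1708 and 1574 CPM. The means were 1391 ± 184 and 1538 ± 217 CPM (SD, n = 6), a log2 fold change of -0.15 with a standard error of 0.11. This was not past the threshold in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p = 0.460). With macrophage and Schwann cell marker levels as covariates, an alternative chosen after seeing the data, the log2 fold change was 0.012 (edgeR adjusted p = 0.970). The gene-level counts of Isl1 therefore do not separate the groups, and the genotype of the libraries labelled Isl1CKO rests on their labels. Counts summed over the whole gene cannot show whether the segment between the loxP sites was removed. They therefore speak neither for nor against the knockout. Every direction given here is that of libraries labelled Isl1CKO relative to control libraries.

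Other genes did separate the groups. The first principal component held 28.5% of the variance and differed between the labelled groups (exact permutation p = 0.00216, n = 6), whereas the second held 11.5% and did not (exact permutation p = 0.771, n = 6). Pearson's r of expression across genes averaged 0.953 between control libraries, 0.953 between libraries labelled Isl1CKO and 0.925 between libraries of different groups. The mean distance between libraries of a group, taken as 1 minus r, was 0.0468 in the libraries labelled Isl1CKO and 0.0465 in the controls. This difference of 2.79e-04 was far inside what other splits gave (exact permutation p = 0.978), and the spread was not detectably unequal. It moved most without control 3, to 0.00597 (exact permutation p = 0.206).

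**Figure D1:**
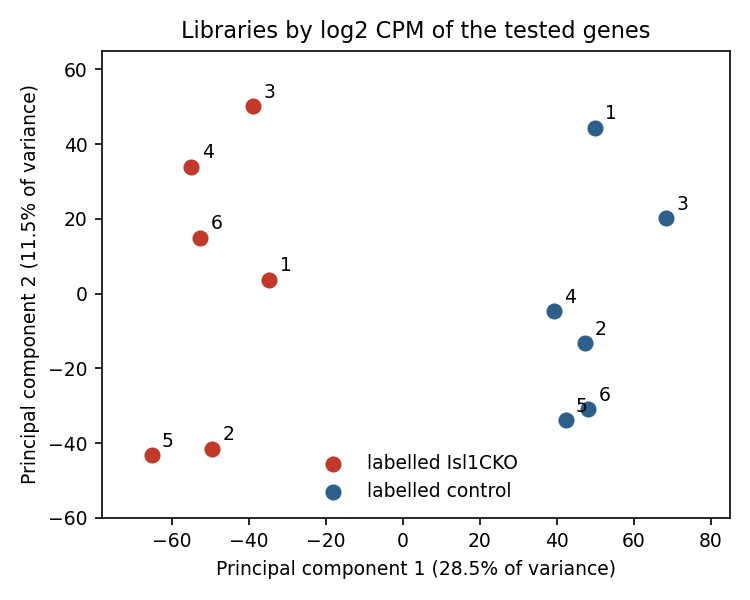
Principal component scores of the 12 libraries from log2 CPM of the tested genes, with component 1 (28.5% of the variance) on the horizontal axis and component 2 (11.5%) on the vertical axis. Points are libraries, coloured by labelled group and numbered by replicate, and the groups lie apart along component 1.

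Of 14813 genes tested, 1511 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 769 were lower and 742 higher in the libraries labelled Isl1CKO. Protein-coding genes made up 1385 of these calls. With an absolute log2 fold change of at least 1 also required, 739 genes were called, 373 lower and 366 higher. The median log2 fold change of all tested genes was 0.0045. All 6 libraries of one group lay above all 6 of the other for 1004 tested genes, or 6.78%, where chance gives 0.216%. Among the alternatives fixed in advance the count moved most under the DESeq2 Wald test, which called 2082 genes. It fell to 767 when the 3 libraries labelled Isl1CKO that carried transcripts of both sexes were left out, an alternative chosen after seeing the data.

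**Figure D2:**
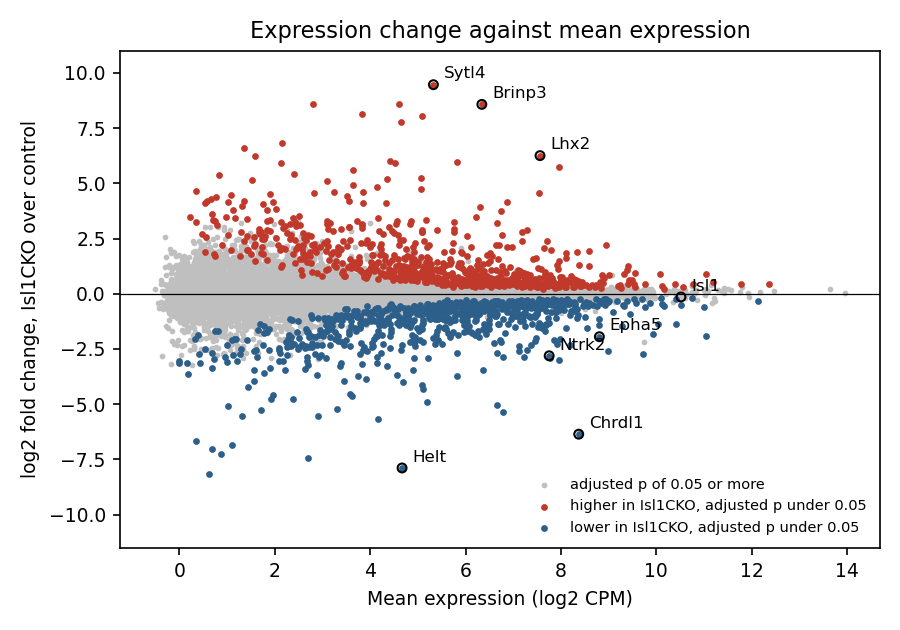
Log2 fold change of libraries labelled Isl1CKO over control (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 14813 tested genes. Red points are the 742 genes called higher, blue points the 769 called lower and grey points the rest, and Isl1 sits near 0 at high expression.

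Among genes with a mean log2 CPM of at least 3 whose groups did not overlap, the largest falls were those of Helt, Chrdl1, Slc22a3, Uts2b, Tectb and Msc. Helt (ENSMUSG00000047171, chromosome 8, 46292039 to 46294671) encodes a transcription factor of the basic helix-loop-helix family. It averaged 50.3 ± 13 CPM in controls and 0.207 ± 0.301 CPM in libraries labelled Isl1CKO (SD, n = 6), a log2 fold change of -7.89 with a standard error of 0.56 (edgeR adjusted p = 4.40e-07). In the latter group only replicates 1, 2 and 3 had any counts of Helt, and replicate 2 alone exceeded 3 counts, with 10. Chrdl1 (ENSMUSG00000031283, chromosome X, 143285674 to 143394262), which encodes a secreted antagonist of bone morphogenetic proteins, went from 654 ± 147 to 8.0 ± 7.76 CPM (SD, n = 6). Its log2 fold change was -6.36 with a standard error of 0.51 (edgeR adjusted p = 3.01e-06). Msc (ENSMUSG00000025930, chromosome 1, 14753346 to 14755992) went from 195 ± 39.6 to 5.95 ± 4.40 CPM (SD, n = 6), a log2 fold change of -5.03 (edgeR adjusted p = 1.38e-06). Slc22a3, Uts2b and Tectb had log2 fold changes of -5.67, -5.36 and -5.24, with edgeR adjusted p of 1.15e-04, 0.00125 and 0.00398. The Tectb call was lost without the 3 libraries with transcripts of both sexes (edgeR adjusted p = 0.0577). Its size rested largely on Isl1CKO 1, which held 35 counts of Tectb. Without that library the log2 fold change was -8.43 (edgeR adjusted p = 1.75e-05). Tectb is also on a marker list for other cells, that of the cochlear supporting epithelium. That list as a whole did not differ between the groups (exact permutation adjusted p = 0.203). In the annotation, Msc overlaps Gm9947 and Slc22a3 overlaps Plg, each on the opposite strand, so their counts are uncertain.

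By the same criteria, the largest rises were those of Sytl4, Uncx, Brinp3, Emx2, Cartpt and Nts. Sytl4 (ENSMUSG00000031255, chromosome X, 133936385 to 133981812) averaged 79.7 ± 51.1 CPM (SD, n = 6) in libraries labelled Isl1CKO, while no control library had more than 3 counts, so it was at least 347-fold higher (edgeR adjusted p = 5.36e-08). The controls of Uncx and Emx2 were at or under the same floor. The homeobox gene Uncx (ENSMUSG00000029546, chromosome 5, 139543494 to 139548179) averaged 48.0 ± 30.8 CPM (SD, n = 6) and was at least 209-fold higher (edgeR adjusted p = 1.94e-07). Emx2 (ENSMUSG00000043969, chromosome 19, 59458372 to 59465357), also a homeobox gene, averaged 28.1 ± 11.8 CPM (SD, n = 6) and was at least 122-fold higher (edgeR adjusted p = 8.86e-08). Brinp3 (ENSMUSG00000035131, chromosome 1, 146494760 to 146902472) averaged 161 ± 53 CPM against 0.416 ± 0.348 CPM in controls (SD, n = 6). Its log2 fold change of 8.57, with a standard error of 0.37, had the smallest p of all tested genes (edgeR adjusted p = 7.72e-09). Cartpt and Nts, which encode neuropeptides, had log2 fold changes of 8.03 and 7.77 (edgeR adjusted p of 2.73e-06 and 6.94e-04). Nts varied widely, at 49.5 ± 85.4 CPM (SD, n = 6), because replicate 3 reached 224 CPM and the others 8.24 to 18.8 CPM. The DESeq2 Wald test returned no adjusted p for Nts, at a log2 fold change of 7.87, so that test neither kept nor rejected its call. The call of Cartpt was lost under limma-voom (adjusted p = 0.0567). Emx2 overlaps Emx2os and Brinp3 overlaps Gm29514 on the opposite strand.

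**Figure D3:**
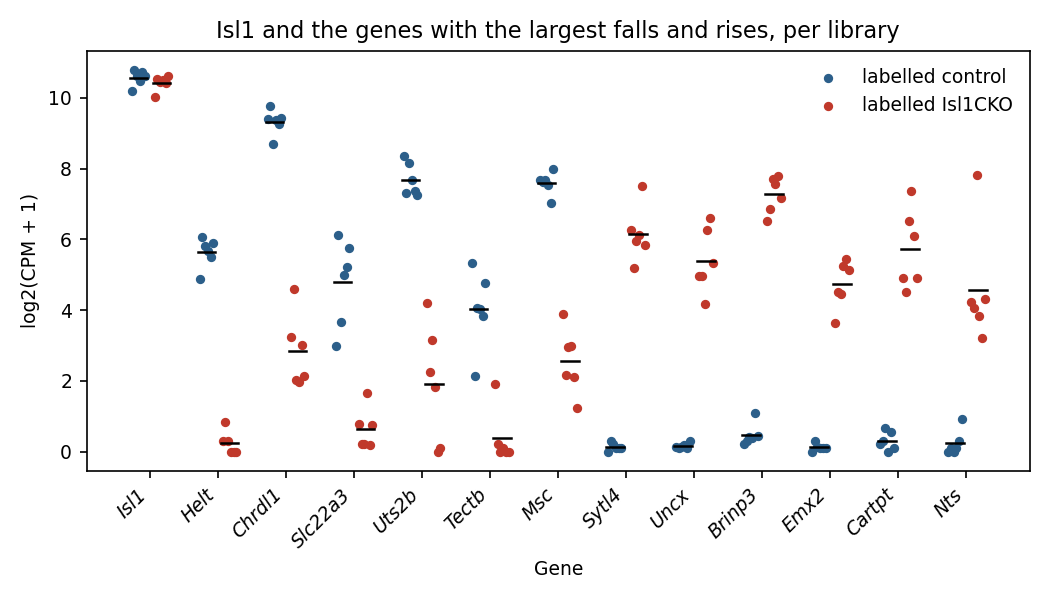
Expression in log2(CPM + 1) (vertical axis) of Isl1 and of the 6 largest falls and 6 largest rises at a mean log2 CPM of at least 3 (horizontal axis), with 1 point per library coloured by labelled group and a black bar at each group mean. Isl1 overlaps between the groups, from 1050 to 1589 CPM against 1171 to 1777 CPM, whereas the other 12 genes do not.

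The fixed panel asked whether genes of neuronal wiring, signalling and identity changed. Of its 537 genes, 419 were tested and 131 passed an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 67 lower and 64 higher. Adjusted over the panel alone, 166 passed. The share of tested panel genes called was 31.3%, against 10.2% of all tested genes. The count moved most, to 84, when the 3 libraries with transcripts of both sexes were left out.

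Among axon guidance genes, the receptor gene Epha5 (ENSMUSG00000029245, chromosome 5, 84054761 to 84417382) was lower and the ligand gene Efna5 (ENSMUSG00000048915, chromosome 17, 62604184 to 62881317) was higher. Epha5 went from 710 ± 80 to 185 ± 21.5 CPM (SD, n = 6), a log2 fold change of -1.94 with a standard error of 0.10 (edgeR adjusted p = 1.60e-08). Efna5 went from 47.0 ± 8.85 to 244 ± 52.0 CPM (SD, n = 6), a log2 fold change of 2.37 with a standard error of 0.16 (edgeR adjusted p = 2.19e-07). The neurotrophin receptor genes Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) and Ntrk3 (ENSMUSG00000059146, chromosome 7, 78175959 to 78738012) were both lower. Ntrk2 went from 377 ± 65.4 to 53.9 ± 24.4 CPM and Ntrk3 from 276 ± 41.3 to 105 ± 25.9 CPM (SD, n = 6). Their log2 fold changes were -2.81 and -1.40 (edgeR adjusted p of 3.98e-06 and 3.97e-05). Among channel genes, Cacna2d1 had a log2 fold change of 1.87 (edgeR adjusted p = 5.10e-08) and Cacna1e one of -1.56 (edgeR adjusted p = 1.01e-05). The glutamate receptor genes Gria2 and Grin3a changed by 2.12 and -2.23 on the log2 scale (edgeR adjusted p of 1.31e-06 and 2.23e-06).

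The LIM homeobox gene Lhx2 (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733) went from 4.87 ± 2.36 CPM in controls to 372 ± 115 CPM in libraries labelled Isl1CKO (SD, n = 6). Its log2 fold change was 6.25 with a standard error of 0.36 (edgeR adjusted p = 5.36e-08). The adhesion genes Pcdh8 and Cdh7 were also higher. Pcdh8 had at most 1 count in any control library and was at least 59.0-fold higher (edgeR adjusted p = 3.97e-06), and Cdh7 had a log2 fold change of 4.75 (edgeR adjusted p = 9.25e-06). Of the cell cycle genes, Ccnd1 and Cdkn1a had log2 fold changes of 2.21 and 0.94 (edgeR adjusted p of 0.00174 and 0.00526). The groups overlapped for Cdkn1a, and its call was lost without the 3 libraries with transcripts of both sexes (edgeR adjusted p = 0.0842). Pcdh8, Ccnd1 and Cdkn1a overlap a gene on the opposite strand, and Gria2 and Tectb overlap a small gene on the same strand.

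Of the 7 functional lists tested as a whole with camera, 3 had an adjusted p under 0.05. Voltage-gated ion channel genes were shifted down, with a median log2 fold change of -0.34 over 69 tested genes (limma's camera, adjusted p = 0.00392). Cadherins and protocadherins were shifted up, with a median of 0.40 over 33 genes (camera adjusted p = 0.00392). Cell cycle genes were shifted up, with a median of 0.94 over 54 genes (camera adjusted p = 0.00392). However, only 3 of them were called singly, 2 higher and 1 lower. With 1 library left out, the cell cycle median ran from 0.58 without Isl1CKO 2 to 1.21 without control 6. The direction of each median was the same under every scaling tried. Axon guidance and neurotrophic factor genes were not past the threshold as lists (camera adjusted p of 0.0990 for both), and neither were synaptic genes (0.464) or neuronal transcription factors (0.260). All but the synaptic genes passed under some other setting, the transcription factors with fry alone (adjusted p = 0.0228). The transcription factor list held 40 called genes in both directions, 17 lower and 23 higher. These list results depended on the assumed correlation between genes: with the correlation estimated from the data, 0 lists had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05. The mean cell cycle level per library was 4.02 ± 0.900 against 3.38 ± 0.543 in log2(CPM + 1) (SD, n = 6), which did not differ beyond the spread (exact permutation p = 0.160). Centred on the group mean, it rose with the Schwann cell marker level across the 12 libraries (Pearson's r = 0.843, permutation p = 9.10e-04; Spearman's rho = 0.832, permutation p = 0.00127).

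**Figure D4:**
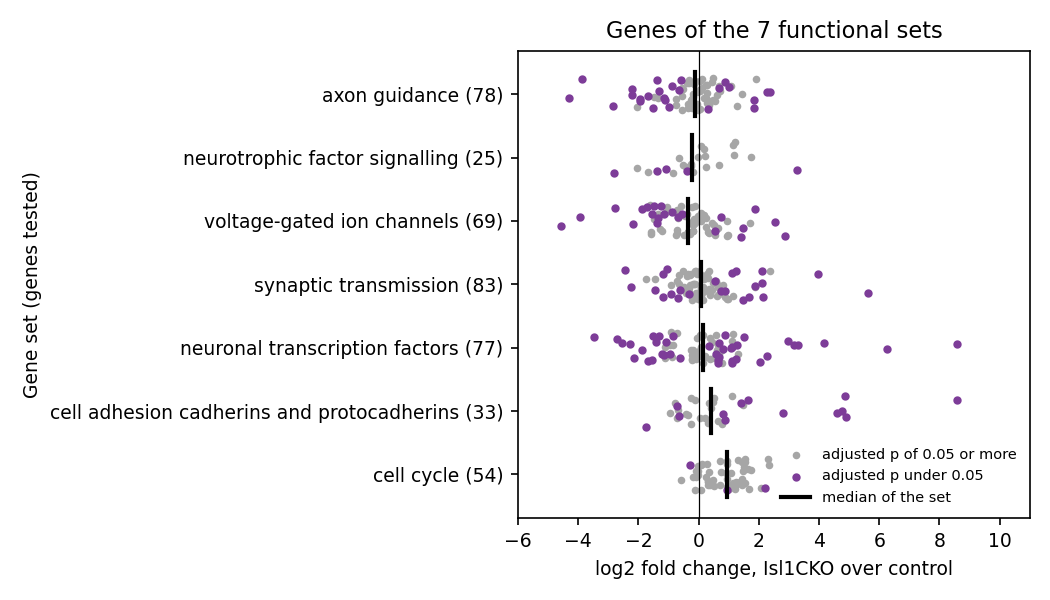
Log2 fold changes of libraries labelled Isl1CKO over control (horizontal axis) for the tested genes of the 7 functional lists, 1 point per gene, with purple points for genes with an adjusted p under 0.05 and a black bar at the median of each list. Medians ran from -0.34 for voltage-gated ion channels to 0.94 for the cell cycle, where most points are grey.

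Lists of markers for other cell types and for stress served as a check for RNA from other cells, and 4 of 9 differed. Hair cell markers averaged 1.10 ± 0.0905 in libraries labelled Isl1CKO and 1.68 ± 0.187 in controls, in log2(CPM + 1) (SD, n = 6; exact permutation p = 0.00216, adjusted p = 0.00974). Mesenchyme markers averaged 1.85 ± 0.195 and 1.21 ± 0.153 (SD, n = 6; exact permutation p = 0.00216, adjusted p = 0.00974). Members of these 2 lists did not all move alike. Among mesenchyme markers, Tbx18 went from 1.09 CPM in controls to 39.5 CPM, Col3a1 from 2.66 to 14.1 CPM and Fn1 from 4.06 to 15.7 CPM. Each passed the threshold (edgeR adjusted p of 3.49e-04, 0.00241 and 0.00248), and no tested mesenchyme marker that fell did. Pou3f4 went from 52.9 to 27.4 CPM (edgeR adjusted p = 0.143), and it is also on the list of neuronal transcription factors. Among hair cell markers, Ccer2 went from 36.7 to 3.83 CPM, whereas Gfi1 was at 0.133 and 0.179 CPM. A difference in a list mean therefore need not come from cells of that type, but these values do not exclude RNA from mesenchyme. Apoptosis and p53 response genes averaged 4.97 ± 0.185 and 4.61 ± 0.127 (SD, n = 6; exact permutation p = 0.00433, adjusted p = 0.0130). Immediate early and heat shock genes averaged 3.47 ± 0.155 and 3.16 ± 0.213 (SD, n = 6; exact permutation p = 0.0130, adjusted p = 0.0292). This last call was lost in 5 of the 12 tests that each left out 1 library. With a pseudocount of 0.1 in place of 1, 2 of the lists passed. Macrophage markers varied most, at 2.89 ± 2.29 and 1.5 ± 1.90 (SD, n = 6), and did not differ between the groups (exact permutation p = 0.271, adjusted p = 0.406).

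The embryos were of either sex, so Xist, which is transcribed from the inactive X chromosome, and 4 Y-linked genes were read in each library. The mean level of the Y-linked genes was 102 to 117 CPM in 6 libraries in which Xist was at most 0.373 CPM. In 3 libraries Xist reached 185 to 398 CPM and the Y-linked mean was at most 0.426 CPM. The remaining 3 libraries, labelled Isl1CKO 2, 3 and 5, held both, with Xist at 62.9, 77.8 and 132 CPM and Y-linked means of 61, 87.3 and 35.7 CPM. The groups did not differ in mean Y-linked level (exact permutation p = 0.981, adjusted p = 0.981).

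**Figure D5:**
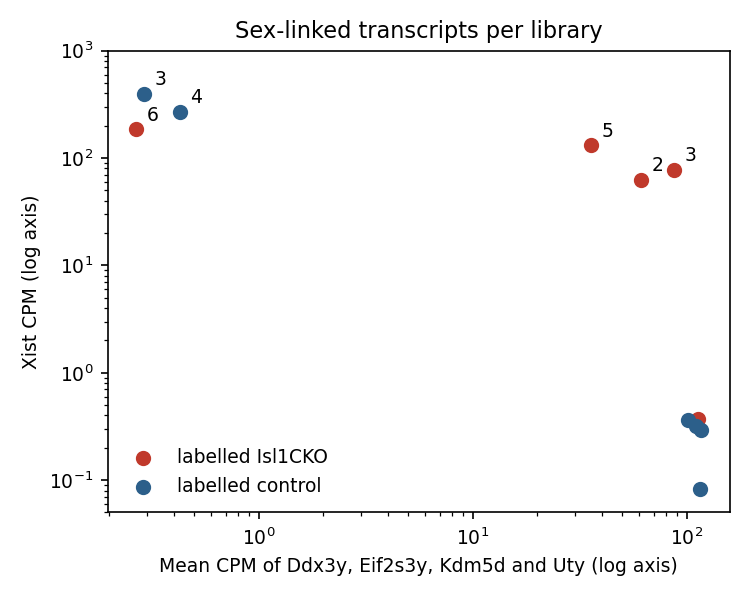
Xist (vertical axis, CPM, log scale) against the mean of 4 Y-linked genes (horizontal axis, CPM, log scale) in the 12 libraries, coloured by labelled group, with the replicate number beside libraries that hold Xist. Libraries labelled Isl1CKO 2, 3 and 5 lie at the upper right with both signals, and the other 9 have 1 of them.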

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

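The tests on transcripts of both sexes in a library were chosen only after the result was seen, and the tests on the mitochondrial share were written before theirs.

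In 7 of 92 group values checked, 1 library lay apart from the other 5 of its group by Dixon's criterion, where chance gives about 4.6, so most of these may be no more than the usual rate. Control 3 had 1.65% of its counts in mitochondrial genes, against 1.05% to 1.18% in the other controls. It was also the shallowest library. Centred on the group means, the mitochondrial share fell as log2 total counts rose, with Pearson's r of -0.745 (permutation p = 4.50e-04, adjusted p = 0.00135 over 3 relations) and Spearman's rho of -0.839 (permutation p = 0.00120, adjusted p = 0.00190). The r was -0.888 without the 2 libraries farthest from the median depth, -0.911 within the libraries labelled Isl1CKO and -0.734 within the controls. Depth does not account for the high share in control 3, since control 1 was nearly as shallow, with 11970675 counts, and had 1.18%. Nor does depth account for all of the lower share in the libraries labelled Isl1CKO. After the slope on depth was subtracted the exact permutation p was 0.00433, and without control 3 it was also 0.00433. What remains may reflect genotype or another difference between the groups in handling or cell state, which the labels do not record.

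The other 6 such values were levels of single genes in log2(CPM + 1). Isl1 was 10.04 in Isl1CKO 1 and 10.41 to 10.63 in the other libraries of that label. Tectb was 1.92 in Isl1CKO 1 and at most 0.21 in the others. Helt was 0.83 in Isl1CKO 2 and at most 0.31 in the others. Brinp3 was 1.08 in control 5 and 0.22 to 0.45 in the other controls. Nts was 0.91 in control 6 and at most 0.31 in the other controls, whereas in the libraries labelled Isl1CKO it was 7.81 in replicate 3 and 3.21 to 4.31 in the others. Helt, Tectb, Brinp3 and the control values of Nts rest on at most 35 counts. No explanation, technical or biological, was tested for these single values.

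Xist appeared together with Y-linked transcripts in 3 libraries, at 62.9 CPM in Isl1CKO 2, 77.8 CPM in Isl1CKO 3 and 132 CPM in Isl1CKO 5. In the 6 libraries with Y-linked transcripts alone Xist was 0.0831 to 0.373 CPM. Reads passed between libraries by index cross-talk would leave Xist in those 6 as well, yet their highest level was 0.131% of the mean in the 3 libraries with Xist alone. A mix of cells from embryos of both sexes predicts that the Y-linked level and the Xist level, each relative to single-sex libraries, add up to about 1. The sums were 0.767, 1.06 and 0.785, inside the 0.651 to 1.40 of the single-sex libraries, a wide range that makes this a weak test. The mix remains a candidate explanation, although the labels describe a single embryo per sample. Y-linked means were also lower in these 3 libraries, at 35.7 to 87.3 CPM against 102 to 117 CPM, which raised Xist in male cells would not by itself produce. Single genes differed in this. Eif2s3y was lower in all 3, at 57.8 to 171 CPM against 207 to 238 CPM. Kdm5d was 35.6 CPM in Isl1CKO 2 and 31.1 CPM in Isl1CKO 3, inside the 25.7 to 51.8 CPM of libraries with Y-linked transcripts alone. An even dilution by female cells would lower each gene alike. A biological explanation was not tested, and all 3 libraries carry the same label, so the mix and the genotype coincide in them.

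Without these 3 libraries 767 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 20 ways to leave out 3 of the 6 libraries labelled Isl1CKO, 6 gave as few, this one included, with a range of 642 to 1265 and a median of 817.5. The smaller number of libraries may therefore account for the lower count.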

How the results depend on the processing

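Of the 1511 genes with an adjusted p under 0.05, the number under the settings fixed in advance that kept all libraries ran from 1261 with 1 surrogate variable, 1168 of them shared, to 2082 under the DESeq2 Wald test, 1510 of them shared. The fits that each left out 1 library gave 1178 to 1517 genes, 653 to 780 with a log2 fold change of at least 1, and 114 to 140 panel genes. Upper quartile scaling, which moved the split most, gave 45.3% higher calls against 49.1%, and no scaling moved the median log2 fold change by over 0.1. Under the settings chosen after seeing the data, the count was 767 (693 shared) without the 3 libraries with transcripts of both sexes, with 84 panel genes, 935 (864 shared) with macrophage and Schwann cell marker covariates, and 1398 (1303 shared) with Xist as a covariate. Of the 20 removals of 3 libraries labelled Isl1CKO, 6 gave as few as 767. The cause of the fall to 935 was not tested.

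Isl1 had a negative log2 fold change of -0.22 to -0.08 across the fits that each left out 1 library. It reversed to 0.012 (edgeR adjusted p = 0.970) with the macrophage and Schwann cell marker covariates, and the cause was not tested. No alternative gave it an adjusted p under 0.05. The smallest was 0.208 and the largest 0.970.

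Same-numbered libraries of the 2 groups come from different embryos. Their deviations from the group means had a mean correlation of 0.0463, and 66 of 720 pairings gave one as high. With the replicate block in edgeR, 1450 genes had an adjusted p under 0.05, and 1247 of them were shared with the 1511. Calls with a log2 fold change of at least 1 numbered 754 and panel calls 132, 3 functional lists passed, and Isl1 had a log2 fold change of -0.14.

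Functional lists were the least stable. Of 7 lists, 3 passed at an inter-gene correlation of 0.01, 0 with estimated inter-gene correlation (2 at an unadjusted p under 0.05), 5 with the fry self-contained test, and 3 to 5 when 1 library was left out. It was 4 with a mean of at least 5 CPM, 4 with the marker covariates and 2 with 1 surrogate variable. Neurotrophic factor genes, at an adjusted p of 0.0990, passed with a mean of at least 5 CPM (camera adjusted p = 0.00464), without Isl1CKO 1 (0.0371) and with fry (0.0228). Axon guidance genes, also at 0.0990, passed without Isl1CKO 1 (0.0371), with the marker covariates (0.0408) and with fry (0.0228). Neuronal transcription factors, at 0.260, passed with fry (0.0228). The cell cycle list lost its call with 1 surrogate variable (camera adjusted p = 0.419), where its median log2 fold change was 0.02 in place of 0.94. Its adjusted p was 0.462 with estimated correlation and 0.162 with fry, and over all settings run it ranged from 8.90e-05 to 0.462. The DESeq2 Wald test and robust estimation off were not run for lists, since they cannot change camera.

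The difference in genes detected was 205.2 with at least 5 counts (exact permutation p = 0.0238) and 107.2 to 201.6 when 1 library was left out, past the threshold only without control 3 (exact permutation p = 0.00216). It was 87.2 after thinning to equal depth (exact permutation p = 0.506), and the shallowest library, control 3, had the most genes detected, at 22342. The difference in spread reversed to -1.21e-04 among genes with a mean of at least 5 CPM (exact permutation p = 0.989) and ran from -0.00228 to 0.00597 when 1 library was left out, never past the threshold. Marker lists past the threshold numbered 2 with a pseudocount of 0.1. That pseudocount also reversed the supporting epithelium list to 0.102 (exact permutation adjusted p = 0.599). Endothelium markers ran from -0.00247 to 0.184 when 1 library was left out, the sign changing without Isl1CKO 3. The causes of these changes were not tested.

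For single genes and single lists, including those just given, 17 comparisons changed: 11 were weaker, 5 stronger and 1 reversed, while 449 kept direction and call. Those counted as weaker include Nts under the DESeq2 Wald test, which returned no adjusted p for it. With 1 library left out, 5 were weaker, all of them the immediate early and heat shock list (exact permutation adjusted p of 0.0536 to 0.0682), 2 stronger and 1 reversed, and 484 kept both.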

Other observations

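The tests on macrophage markers, on the spread of genes raised from near absence, on Neurod1, on Nnt and with Xist as a covariate were chosen only after the result was seen, and the others were written before.

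Regrouping the libraries bears on whether the calls depend on the labels. All 32 splits of the 12 libraries that part every same-numbered pair were fitted with edgeR. The labelled split, counted as 1, was the only 1 of the 32 with as many genes at an adjusted p under 0.05, and the others gave at most 7. With a log2 fold change of at least 1 it was again 1 of 32, the others giving at most 4, and for panel genes 1 of 32, the others giving 0. Among 68 further splits that keep some pairs together, 0 were as large, with at most 10, 8 and 1. For functional lists, 4 of the 32 splits, the labelled one included, gave 3 or more lists, as did 5 of the 68. The other splits of both kinds gave a median of 1 list and at most 4, so the labelled split did not give the most. Of the 15 splits that kept 5 of the 6 libraries of each label together, 5 gave as many lists, against 3 of the 84 that kept 3 or 4 together. Most of the other splits with as many lists were thus close to the labelled one. A split that kept 4 together also gave 4 lists, however, so the number of lists does not set the labelled split apart. Dividing the splits by the libraries kept together was chosen after the counts were seen.

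Gene length and GC content were only weakly related to the fold changes. Across tested genes, 99.9% of which had values, Spearman's rho of log2 fold change was -0.183 with GC content and 0.0673 with length. These values do not show whether single calls depend on either property. Genes are not independent replicates, so no p is given.

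Genes around Isl1 were called more often than others. Within 10 Mb, 10 of 50 tested genes had an edgeR adjusted p under 0.05, or 20%, against 10.2% elsewhere (Fisher's exact test, one-sided, p = 0.0275). All 10 lay within 5 Mb, where 35 were tested (Fisher's exact p = 0.00200), and within 20 Mb it was 12 of 106 (p = 0.397). Variants linked to the floxed allele, carried over from the strain in which it was made, are a candidate explanation for some of these calls. So is regulation of neighbouring genes, and counts alone do not separate them. Looked at after its values were seen, Nnt (chromosome 13, 119335448 to 119408997) rose from 2.90 ± 1.23 to 7.52 ± 1.40 CPM (SD, n = 6; log2 fold change 1.37, edgeR adjusted p = 0.0305). The C57BL/6J strain carries a deletion in Nnt, so a linked segment from another strain could raise it. All 6 libraries labelled Isl1CKO lay above the highest control, but the gene was picked for this pattern, so the test could hardly have come out otherwise. Fgf10, also named after its values were seen, lies in the same window and fell by 2.61 on the log2 scale (edgeR adjusted p = 1.60e-08). Its change cannot be told apart from a linked variant with these data.

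Calls were also more frequent on the X chromosome, with 65 of 493 tested genes, or 13.2%, against 10.1% elsewhere (Fisher's exact test, one-sided, p = 0.0183). Xist was above 10 CPM in 4 of the 6 libraries labelled Isl1CKO and in 2 of the 6 controls, so unequal sex composition is a candidate explanation. With Y-linked expression as a covariate the excess stayed, at 62 of 493 (Fisher's exact test, one-sided, p = 0.0226), but on a log scale this covariate sets the libraries with both signals beside the male ones. With Xist as the covariate it was 57 of 492, or 11.6% against 9.36% (Fisher's exact test, one-sided, p = 0.0603). Sex composition therefore remains a possible explanation of the excess. These p-values treat genes as independent and were not adjusted, so the excess itself is uncertain.

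Neurod1, whose regulatory sequence drives the Cre transgene, was looked at after its values were seen. It was higher in the libraries labelled Isl1CKO, at 2715 ± 621 against 1471 ± 351 CPM (SD, n = 6; log2 fold change 0.88, edgeR adjusted p = 0.00435). Extra copies of a transgene carrying Neurod1 sequence might add such counts, and might carry neighbouring genes as well. The control embryos also carried Neurod1-Cre, so this would need a difference in copy number, which no label records. Within 0.5 Mb, 1 of 5 tested genes was called higher (Fisher's exact test, one-sided, p = 0.226). That gene, named after its values were seen, was Itga4, with a log2 fold change of 1.56 (edgeR adjusted p = 1.95e-04), while Ppp1r1c was called lower at -2.28 (edgeR adjusted p = 0.0163). Cerkl, Gm13673 and Itprid2 were not called, with log2 fold changes of 0.31, 0.996 and -0.13 (edgeR adjusted p of 0.193, 0.331 and 0.795). With 5 genes the test has little power, so the rise of Neurod1 cannot be told apart from such a difference in copy number, for which there is no direct evidence here.

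Macrophage markers varied between libraries of both labels. The 12 markers rose and fell together, with a mean pairwise Spearman's rho of 0.816, above all 10000 random lists matched on expression, whose 95th percentile was 0.0786. RNA from macrophages in some of the sorted samples is a candidate source. The level did not follow the labels (exact permutation p = 0.271).

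The cell cycle list may reflect RNA of dividing glia more than the neurons. Centred on group means, the cell cycle level of a library rose with Schwann cell markers (Pearson's r = 0.843, permutation p = 9.10e-04, adjusted p = 0.00136 over 3 relations; Spearman's rho = 0.832, permutation p = 0.00127). The r was 0.843 without the 2 farthest libraries, 0.827 within the libraries labelled Isl1CKO and 0.892 within the controls. With macrophage markers it was -0.584 (permutation p = 0.0485; rho = -0.601, permutation p = 0.0428), and -0.434 without the 2 farthest. With both marker levels as covariates the median log2 fold change of the list was 0.46 in place of 0.94 and the list's camera adjusted p was 0.0226 (range 8.90e-05 to 0.462 over all settings). With 1 surrogate variable the median was 0.02 and the call was lost. Since the list also failed with fry and with estimated correlation when no covariate was used, the call kept with the marker covariates is weak evidence of a shift beyond glial RNA. How much of the shift comes from glial RNA is left open. The libraries differ in Schwann cell markers without a detectable difference between labels (exact permutation p = 0.355).

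A group of 18 genes, among them Sytl4, Uncx, Brinp3, Emx2, Cartpt, Nts and Pcdh8, averaged under 0.5 CPM in controls and at least 5 CPM in the libraries labelled Isl1CKO. For 17 of them all 6 of these libraries lay above all controls, though they were selected for a rise. A gain of expression in the neurons and the presence of a few cells of another type in the sorted samples would both give this. A few stray cells per 100 would make the genes vary between libraries and vary together. Their median SD across the libraries labelled Isl1CKO was 0.777 in log2(CPM + 1), above all 10000 random lists matched on expression, whose 95th percentile was 0.488. It was well under the 2.39 of the macrophage markers. Their mean pairwise Spearman's rho was 0.135, at percentile 99.3 of the random lists. Cells of another type may thus contribute to the rise of these 18 genes, and the data do not separate this from a change within each neuron. A further 10 called genes went the other way, averaging under 0.5 CPM in the libraries labelled Isl1CKO and at least 5 CPM in controls. Stray cells in the samples labelled Isl1CKO would not by themselves produce those falls. Whether stray cells in the control samples contribute to them was not tested.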
